A study of Mus musculus with 32 samples. Its data were reported in "Mutually suppressive roles of KMT2A and KDM5C in behaviour, neuronal structure, and histone H3K4 methylation" (2020).

How the data were processed

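Mouse handling, genotypes and sequencing are those of the study and were not repeated here. The mice were F1 hybrids of 129S1/SvImJ *Kmt2a*-HET males and C57BL/6J *Kdm5c* heterozygous females, and adult males of 4 genotypes were used. Libraries were made with a directional oligo-dT kit after spike-in RNA (ERCC) had been added, and were sequenced as paired-end reads. Mapping to mm10 with STAR, selection of unique reads, removal of duplicates and counting were carried out by the authors. No reads were mapped here.

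The analysis started from the gene and transcript tables of expected counts deposited by the authors. The tables name their values expected counts, and part of the values are not whole numbers, whereas the authors describe read counting with FeatureCounts. The estimator and the annotation release behind the tables are therefore not stated here. Values were rounded to whole numbers. The gene table held 53715 genes and 92 ERCC sequences, and 53620 of the genes had a symbol in GENCODE M21, which was used for symbols, coordinates on mm10 and overlaps, while 95 had none. All 32 columns of values were matched to a sample. ERCC sequences were left out of every test and used only for their share of counts and for the spike-in size factors.

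Library quality was described by gene counts, detected genes, the share of the 10 most abundant genes and the ERCC share. Pairs of replicates were compared by chi-square per gene, which ranged from 3.852 to 136 over the pairs, so that replicates differed by more than counting error in every pair. Principal components were computed from variance-stabilised counts of the 500 most variable genes.

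Genes were tested with DESeq2 1.42.0 in R 4.3.3 by the Wald test, with all 16 libraries of a region in the fit, a term for genotype, default size factors, default independent filtering and outlier filtering, and unshrunken log2 fold changes. Genes were called at a Benjamini-Hochberg adjusted *p* under 0.1. For *Kmt2a*-HET against WT an unadjusted *p* under 0.005 was used in addition, as in the study (2A-DEGs). DM was also compared with each single mutant, and the interaction was tested as the departure of DM from the sum of the single-mutant changes. Region differences were tested in 1 fit of all 32 libraries with 8 groups. The WT regions were compared on the 8 WT libraries. For both kinds of region comparison the labels give the regions of 1 mouse the same number, and deviations from the group mean correlated at a median of 0.146 within a mouse (10 of 16 mice over 0.1) against -0.0596 between mice of a genotype. The fit with the mouse as a block is therefore given beside a result that it changed. Where 0 genes were called, the number at an unadjusted *p* under 0.05 is given beside it. Values are means ± SD of normalised counts of 4 mice.

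Rescue was described by the least-squares slope through the origin of the DM log2 fold change on that of the single mutant, with the targeted genes left out. Rescue-driving genes had a single-mutant log2 fold change over 2 times that in DM in size, or of the other sign, with the DM value under 0.7 in size. Genes were named by a fixed rule: *Kmt2a* and *Kdm5c*, the 10 genes of the study list, and up to 3 genes per comparison with the smallest adjusted *p* that had a symbol and 4 mutant libraries on the same side of the mean of the comparison group. The last condition was not applied to interactions and region differences. Where at most 5 genes were called, the genes outside the rule were named too. Counts at or under a floor of 3 were taken as 3 in ratios.

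Gene lists were tested with fry of limma 3.58.1 on voom values in each mutant-against-WT comparison, with Benjamini-Hochberg adjustment over 78 tests, and with camera at a preset correlation of 0.01. The 13 lists were germline genes, striatum, choroid plexus, pituitary, hypothalamus, thalamus, dentate gyrus, blood, activity-induced genes, oligodendrocytes, microglia, astrocytes and endothelium. They were fixed before the data were examined. The study list was tested by adjusting over the list alone and over all genes.

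The tests above, the naming rule and most alternatives were chosen before the data were examined. The alternatives were the quasi-likelihood test of edgeR 4.0.16 with TMM normalization, TMM or ERCC size factors in DESeq2, a low-count filter of 10 counts in 4 libraries, the betaPrior setting, an adjusted *p* under 0.05, fits of only the 2 groups compared, a block for the replicate number, leaving out each library in turn, other slopes and driver definitions, camera and 2000 genes for the principal components. Further alternatives were chosen after the data were seen. These were the replicate block with a low-count filter and with edgeR, a term for replicate 1, offsets for gene length and GC content, and slopes restricted to fold changes under 5 in size.

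For chance expectations the same test was repeated on all 35 divisions of the 8 libraries of a comparison, on 24 drawn regroupings for interactions and region differences, and on 70 ordered divisions of DM and *Kdm5c*-KO libraries. The 20 divisions with 1 library numbered 1 on each side were also counted alone, a choice made after the results were seen. Negative binomial counts were simulated 40 times per region with the fitted means and dispersions, with unchanged DM or *Kmt2a*-HET libraries or with equal effects in DM and the single mutant. The shares of rescue-driving genes in these simulations were compared only after the counts had been seen. A library was marked as outlying in its group of 4 by the Dixon ratio with a critical value of 0.829.

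The procedure was tried on made-up counts with known answers before use. With 200 changed genes, DESeq2 found 84.0% (94.7% of 113 genes changed 4 times) and 17.6% of its calls were false, while it called 18 genes in a comparison without any change. With edgeR 81.5% were found, 8.94% of calls were false and 0 were called in the comparison without change. With betaPrior the values were 83.5%, 17.3% and 15. A slope of 0.50 was recovered as 0.491, and a raised set of 94 genes had a fry *p* of 5.8e-19 against 0.52 for an unchanged set. Isoform usage, splicing and the sequence of the targeted exons were not analysed here.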

Results

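The deposited tables hold expected counts of polyadenylated RNA from the amygdala and the hippocampus of 16 adult male mice. WT, *Kmt2a*-HET, *Kdm5c*-KO and double-mutant (DM) mice were each represented by 4 animals, and both regions were taken from the same mice, which gave 32 libraries. Counts assigned to genes ranged from 19215503 to 26033615 per library in the amygdala and from 19322262 to 27798980 in the hippocampus. Between 21764 and 23252 genes had a count in an amygdala library, and between 21445 and 22990 in a hippocampal library. The 10 most abundant genes took 5.09 to 7.17% of the counts in the amygdala and 4.95 to 7.07% in the hippocampus. Spike-in RNA took 0.12 to 0.511% and 0.0503 to 0.295%. A floor of 3 counts corresponded to 0.115 to 0.156 CPM in the amygdala and 0.108 to 0.155 in the hippocampus, and this floor covers counting error only, not the variation between animals.

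Principal components were used to ask what separated the libraries. The first component carried 74.1% of the variance of the 500 most variable genes, and region accounted for 96.0% of it. The second carried 6.27%, and genotype accounted for 27.9% of that component. With 2000 genes in place of 500 the shares were 69.0% and 5.95%. In WT mice, 3422 genes differed between hippocampus and amygdala in DESeq2 at an adjusted *p* under 0.1, of which 1619 (47.3%) were higher in the hippocampus. No other division of the 8 WT libraries into groups of 4 gave as many, and the highest other division gave 1884. With the mouse as a block, 3044 genes differed between the regions, of which 1517 (49.8%) were higher in the hippocampus. The divisions were run without the block.

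**Figure D1:**
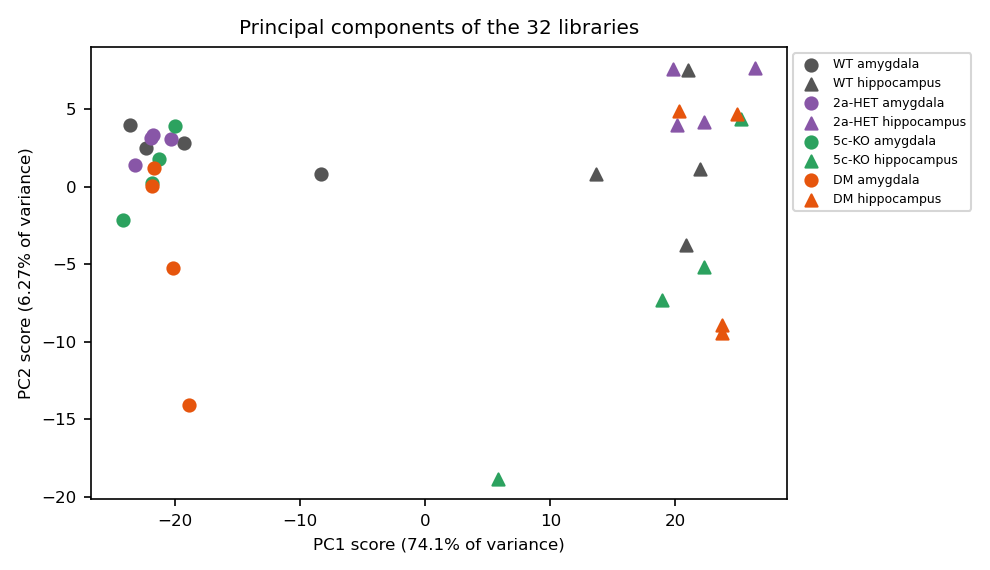
Scores of the 32 libraries on the first (horizontal) and second (vertical) principal component, with genotypes in colour and regions as symbols. Region separated the libraries, and genotype did not form groups.

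The targeted genes were examined first. *Kmt2a* (ENSMUSG00000002028.13, chromosome 9, 44803355 to 44881296, minus strand, mm10 and GENCODE M21) had normalised counts in the amygdala, in the order of the replicate numbers, of 2163, 4869, 4141 and 5639 in WT, 3547, 4613, 4367 and 4437 in *Kmt2a*-HET, 3085, 4720, 5452 and 4509 in *Kdm5c*-KO, and 3008, 5371, 4325 and 3987 in DM. In the hippocampus the *Kmt2a* counts were 3191, 5919, 3654 and 4522 in WT, 3289, 4996, 5100 and 6647 in *Kmt2a*-HET, 2788, 4971, 4523 and 3713 in *Kdm5c*-KO, and 2971, 5854, 4125 and 4969 in DM. The *Kmt2a* means ± SD (n = 4) were 4203 ± 1490 in WT and 4241 ± 474 in *Kmt2a*-HET amygdala (log2 fold change 0.013), and 4321 ± 1200 and 5008 ± 1370 in the hippocampus (0.21). In DM the *Kmt2a* log2 fold change was -0.01 in the amygdala and 0.052 in the hippocampus. The counts of the targeted gene therefore did not separate the *Kmt2a*-HET libraries from WT. Reads over the targeted exons, which the study describes as its check of the genotypes, were not analysed here.

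*Kdm5c* (ENSMUSG00000025332.14, chromosome X, 152233020 to 152274535, plus strand) had amygdala counts of 1227, 1564, 1664 and 2026 in WT, 1672, 1426, 1634 and 1526 in *Kmt2a*-HET, 1248, 1268, 1434 and 1251 in *Kdm5c*-KO, and 1283, 1356, 1271 and 1225 in DM. The hippocampal *Kdm5c* counts were 1483, 1888, 1426 and 1549 in WT, 1630, 1621, 1589 and 1732 in *Kmt2a*-HET, 1145, 1355, 1239 and 1274 in *Kdm5c*-KO, and 1343, 1430, 1331 and 1394 in DM. *Kdm5c* was lower in *Kdm5c*-KO than in WT by a log2 fold change of -0.32 in the amygdala (1300 ± 89.7 against 1620 ± 329, n = 4, DESeq2, adjusted *p* = 0.469) and -0.34 in the hippocampus (1254 ± 86.8 against 1586 ± 208, n = 4, DESeq2, adjusted *p* = 0.0301). In DM the values were -0.34 (DESeq2, adjusted *p* = 0.328) and -0.21 (DESeq2, adjusted *p* = 0.489). Transcripts are described without a test. Of 4 *Kdm5c* transcripts the most abundant, ENSMUST00000112588.8, changed little, with 766 ± 155 counts in WT, 731 ± 181 in *Kdm5c*-KO and 753 ± 59.7 in DM amygdala, and 751 ± 42.5, 672 ± 130 and 712 ± 79.2 in the hippocampus. The means of ENSMUST00000112584.7 were 622, 456 and 390 in the amygdala and 538, 474 and 494 in the hippocampus, and those of ENSMUST00000156114.1 were 11.8, 20.3 and 24.7, and 20.4, 14.2 and 13.6. ENSMUST00000082177.12 fell most in proportion to its WT mean. It had 215 ± 66.2 counts in WT, 82.8 ± 57.6 in *Kdm5c*-KO and 110 ± 86.8 in DM amygdala, and 273 ± 63.5, 88.4 ± 80.3 and 153 ± 131 in the hippocampus.

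To ask how many genes each mutation changed, every mutant was compared with WT in each region at an adjusted *p* under 0.1. *Kdm5c*-KO differed from WT at 144 genes in the amygdala (138 higher, 6 lower) and at 196 in the hippocampus (161 higher, 35 lower), and these genes are called 5C-DEGs. DM differed from WT at 208 genes in the amygdala (194 higher, 14 lower) and at 170 in the hippocampus (137 higher, 33 lower). The median log2 fold change of the called genes was 1.05 and 1.0 in *Kdm5c*-KO and 1.10 and 0.85 in DM. Among the alternatives not concerned with replicate numbers, scaling to the spike-in RNA moved these counts most, to 22 and 17 in *Kdm5c*-KO and 7 and 6 in DM. The count also depended on single animals. Leaving out WT replicate 2 raised the amygdala 5C-DEGs to 274 and leaving out WT replicate 3 lowered them to 95.

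The same test was applied to other divisions of the 8 libraries of each comparison into groups of 4. At least as many genes as with the true genotypes were called in 7 of 35 divisions for *Kdm5c*-KO amygdala, 6 for DM amygdala, 2 for *Kdm5c*-KO hippocampus and 3 for DM hippocampus, each including the true one. The highest other division gave 3141, 2190, 221 and 1575 genes. Of the 20 divisions that put 1 library numbered 1 on each side, 3, 3, 2 and 1 gave as many. The number of calls alone thus did not set the first 3 of these genotype comparisons apart. The 5C-DEGs were therefore followed in DM and *Kmt2a*-HET libraries, none of which had been used to choose them other than through the shared dispersion estimates. Of the 144 amygdala 5C-DEGs, 137 (95.1%) changed in the same direction in DM against libraries labelled *Kmt2a*-HET, and of 195 hippocampal ones with the targeted gene left out, 190 (97.4%) did. These genes are not independent replicates of one another.

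Genes were named by a rule set before the data were examined, which took up to 3 genes with the smallest adjusted *p* per comparison. In *Kdm5c*-KO amygdala these were *Tex14* (ENSMUSG00000010342.16, chromosome 11, 87405065 to 87555823, overlapping several small RNA genes), *Apoc1* (ENSMUSG00000040564.14, chromosome 7, 19689481 to 19692660) and *Zar1* (ENSMUSG00000063935.3, chromosome 5, 72576806 to 72581254). *Tex14* rose from 12.07 ± 3.92 in WT to 119.9 ± 24.3 (n = 4, log2 fold change 3.32, DESeq2, adjusted *p* = 1.65e-21). *Apoc1* rose from 49.5 ± 18.7 to 232.8 ± 46.4 (2.24, DESeq2, adjusted *p* = 2.66e-13) and *Zar1* from 19.73 ± 9.86 to 114.4 ± 7.37 (2.55, DESeq2, adjusted *p* = 2.66e-13). In DM amygdala *Tex14* reached 135.7 ± 18.7 (3.50, DESeq2, adjusted *p* = 2.66e-24). *Pnmt* (ENSMUSG00000038216.7, chromosome 11, 98386450 to 98388181) rose from 5.178 ± 1.5 to 95.12 ± 16.9 (4.19, DESeq2, adjusted *p* = 1.16e-17). *Rps4l* (ENSMUSG00000063171.4, chromosome 6, 148354656 to 148355598), a transcribed processed pseudogene antisense to *Tmtc1*, rose from 458.7 ± 192 to 1622 ± 328 (1.82, DESeq2, adjusted *p* = 6.74e-13). Reads of its parent gene can be assigned to a pseudogene.

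In the hippocampus of *Kdm5c*-KO mice, *Dnah1* (ENSMUSG00000019027.8, chromosome 14, 31260375 to 31323896) rose from 174.5 ± 20.5 to 821.7 ± 96.9 (n = 4, log2 fold change 2.23, DESeq2, adjusted *p* = 1.24e-61). *Rps4l* rose from 325.2 ± 84.4 to 1557 ± 122 (2.26, DESeq2, adjusted *p* = 3.91e-28) and *Tex14* from 7.426 ± 3.35 to 91.11 ± 12 (3.66, DESeq2, adjusted *p* = 6.76e-24). In DM hippocampus *Dnah1* reached 827.5 ± 43.9 (2.24, DESeq2, adjusted *p* = 2.35e-62) and *Rps4l* 1482 ± 253 (2.19, DESeq2, adjusted *p* = 2.02e-26). *Cacng6* (ENSMUSG00000078815.8, chromosome 7, 3424195 to 3435667) rose from 31.96 ± 11 to 535.1 ± 106 (4.07, DESeq2, adjusted *p* = 1.95e-28).

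Libraries labelled *Kmt2a*-HET differed from WT at 3 genes in the amygdala (1 higher, 2 lower) and at 0 in the hippocampus, with 926 and 715 genes at an unadjusted *p* under 0.05. As many genes were called in 10 of 35 divisions in the amygdala and in all 35 in the hippocampus. Leaving out single libraries gave 0 to 88 genes in the amygdala, the highest without WT replicate 2. *Yy2* (ENSMUSG00000091736.3, chromosome X, 157566119 to 157568985), which lies inside *Mbtps2* on the same strand, had 0 counts in the 4 amygdala libraries labelled *Kmt2a*-HET and 22.62 ± 11.2 in WT (n = 4), at least 7.54-fold lower (DESeq2, adjusted *p* = 0.011). *Filip1* (ENSMUSG00000034898.16, chromosome 9, 79815051 to 80012851) fell from 933.2 ± 148 to 563.2 ± 80.8 (log2 fold change -0.73, DESeq2, adjusted *p* = 0.096). The remaining gene, *E130208F15Rik* (ENSMUSG00000074210.3, chromosome 7, 30321740 to 30323472, antisense to *Sdhaf1*), lay outside the naming rule and was chosen after its values were seen. A single library decided it, with 26.9 counts against 0 in the other libraries of both groups (DESeq2, adjusted *p* = 0.03).

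At an unadjusted *p* under 0.005, 87 genes in the amygdala (28 higher, 59 lower) and 75 in the hippocampus (24 higher, 51 lower) were taken as 2A-DEGs. Fewer were found than the 152 and 149 that the threshold alone gives, and 19 and 20 of 35 divisions gave as many. Leaving out WT replicate 2 raised the amygdala count most, to 313.

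The overlap of DM with *Kdm5c*-KO was asked next. Both shared 97 called genes in the amygdala and 89 in the hippocampus, and 0 of them changed in opposite directions. The same WT libraries served both comparisons, and simulated DM libraries without any change shared 2.38 and 2.45 genes on average. The simulation drew each gene independently, without differences that run through whole libraries. Genes shared because of such differences in the WT libraries are therefore not counted in these averages. Between regions, 59 amygdala 5C-DEGs were also hippocampal 5C-DEGs. With edgeR the shared counts fell to 53, 41 and 21. Of 143 amygdala 5C-DEGs with an estimate in both regions, 137 (95.8%) had the same sign in the hippocampus (Pearson 0.447, Spearman 0.715), and of the 195 hippocampal ones, 185 (94.9%) had the same sign in the amygdala (0.724 and 0.763). For genes called in DM the shares were 91.8% (0.326 and 0.637) and 94.1% (0.793 and 0.748), and genes are not independent replicates in these correlations.

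Directions in the single mutants were compared for the 5C-DEGs. In the amygdala 25.7% and in the hippocampus 29.7% of them changed in opposite directions in libraries labelled *Kmt2a*-HET. With simulated unchanged *Kmt2a*-HET libraries, which share their WT libraries with *Kdm5c*-KO, the mean shares were 17.6% and 19.7%. The highest of 40 simulations were 22.4% and 23.3%, so that the observed shares lay above all of them in both regions. With the fitted *Kmt2a*-HET changes put in, the simulated shares were 6.7 to 15.5% and 15.2 to 21.4%. These also lay below the observed shares. An observed share above the unchanged simulations is therefore no evidence of opposite regulation. Leaving out single libraries moved the share most, from 12.4% (without WT replicate 2) to 35.1% in the amygdala. In the hippocampus it moved from 19.4% (without WT replicate 1) to 45% (without *Kmt2a*-HET replicate 3). Neither share therefore stayed above the range simulated with unchanged libraries in every fit.

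DM was then compared with each single mutant. Against *Kdm5c*-KO, 1 gene differed in the amygdala and 2 in the hippocampus, and as many were called in 21 and 15 of 35 divisions. In the amygdala this was *Mfrp* (ENSMUSG00000034739.17, chromosome 9, 44101729 to 44109187, overlapping *C1qtnf5*), at 270.6 ± 385 in DM and 12.41 ± 6.95 in *Kdm5c*-KO (n = 4, log2 fold change 4.45, DESeq2, adjusted *p* = 0.035). DM replicate 1 contributed most to the *Mfrp* mean, with 835 counts. DM replicate 3 had 203, against at most 24.6 in the other 14 amygdala libraries. In the hippocampus *Cmbl* (ENSMUSG00000022235.15, chromosome 15, 31565389 to 31590119) was at 99.29 ± 6.91 in DM and 185.1 ± 45.5 in *Kdm5c*-KO (-0.90, DESeq2, adjusted *p* = 0.027). *Ndn* (ENSMUSG00000033585.5, chromosome 7, 62346569 to 62350262) was at 3020 ± 837 and 5310 ± 766 (-0.81, DESeq2, adjusted *p* = 0.0535). Leaving out *Kdm5c*-KO replicate 2 raised the hippocampal count to 124. With the low-count filter 1 gene was called in the amygdala and 3 in the hippocampus. Adding a term for replicate 1 gave 3 and 27, and adding a replicate block 3 and 99. With edgeR and the block 0 were called in either region. The divisions were run without such terms.

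Against *Kmt2a*-HET, DM differed at 162 genes in the amygdala (140 higher, 22 lower) and 117 in the hippocampus (102 higher, 15 lower). Only the true division of 35 gave as many in the amygdala, and 2 of 35 did in the hippocampus, where only the true one of the 20 divisions with 1 library numbered 1 on each side did. The genes with the smallest adjusted *p* were again *Tex14* (log2 fold change 3.22, DESeq2, adjusted *p* = 1.28e-22), *Rps4l* (2.02, DESeq2, adjusted *p* = 2.98e-16) and *Pnmt* (3.51, DESeq2, adjusted *p* = 1.19e-15) in the amygdala. In the hippocampus they were *Dnah1* (2.19, DESeq2, adjusted *p* = 6.32e-59), *Rps4l* (2.23, DESeq2, adjusted *p* = 3.92e-27) and *Tex14* (3.48, DESeq2, adjusted *p* = 2.18e-22).

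A departure of DM from the sum of the single-mutant changes was tested as an interaction. It was called at 1 gene in the amygdala and 0 in the hippocampus, where 571 genes had an unadjusted *p* under 0.05. As many were called in 15 of 24 drawn regroupings in the amygdala and 24 of 24 in the hippocampus. The amygdala gene was *Hmx2* (ENSMUSG00000050100.14, chromosome 7, 131548773 to 131558014, antisense to *Fgfr2*, log2 -4.25, DESeq2, adjusted *p* = 0.0429), with means ± SD (n = 4) of 4.01 ± 3.86 in WT, 24 ± 2.05 in *Kmt2a*-HET, 26.7 ± 12.4 in *Kdm5c*-KO and 8.43 ± 5.78 in DM.

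Whether single-mutant changes were smaller in DM was asked by regressing DM on single-mutant log2 fold changes through the origin, where a slope under 1 means a smaller change in DM. The slope ± SE over genes was 0.95 ± 0.0113 for 144 amygdala 5C-DEGs, 0.754 ± 0.0481 for 87 amygdala 2A-DEGs, 0.858 ± 0.0189 for 195 hippocampal 5C-DEGs and 0.531 ± 0.047 for 75 hippocampal 2A-DEGs. Genes are not independent replicates, and these errors omit the variation between animals. Choosing genes in the single mutant and fitting them there lowers a slope by itself. In simulations with equal effects in DM and the single mutant, the median slopes were 0.598, 0.517, 0.70 and 0.541, and 36, 37, 36 and 15 of 40 simulations were as low as the observed slope. Without any change in *Kmt2a*-HET or DM, the simulated 2A slopes ranged from 0.104 to 0.766 in the amygdala and from 0.206 to 0.913 in the hippocampus. When DM and *Kdm5c*-KO labels were exchanged, 62 of 70 ordered divisions in the amygdala and 38 of 70 in the hippocampus gave a 5C slope as low. *E130208F15Rik* alone carried 53.2% and 59.2% of the weight of the 5C and 2A slopes in the amygdala. With fold changes under 5 in size the slopes were 0.89, 0.452, 0.827 and 0.523. Leaving out *Kdm5c*-KO replicate 1 lowered the hippocampal 5C slope to 0.40. The 2A slopes ranged from 0.267 to 0.92 in the amygdala and from 0.128 to 0.751 in the hippocampus when single libraries were left out.

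**Figure D2:**
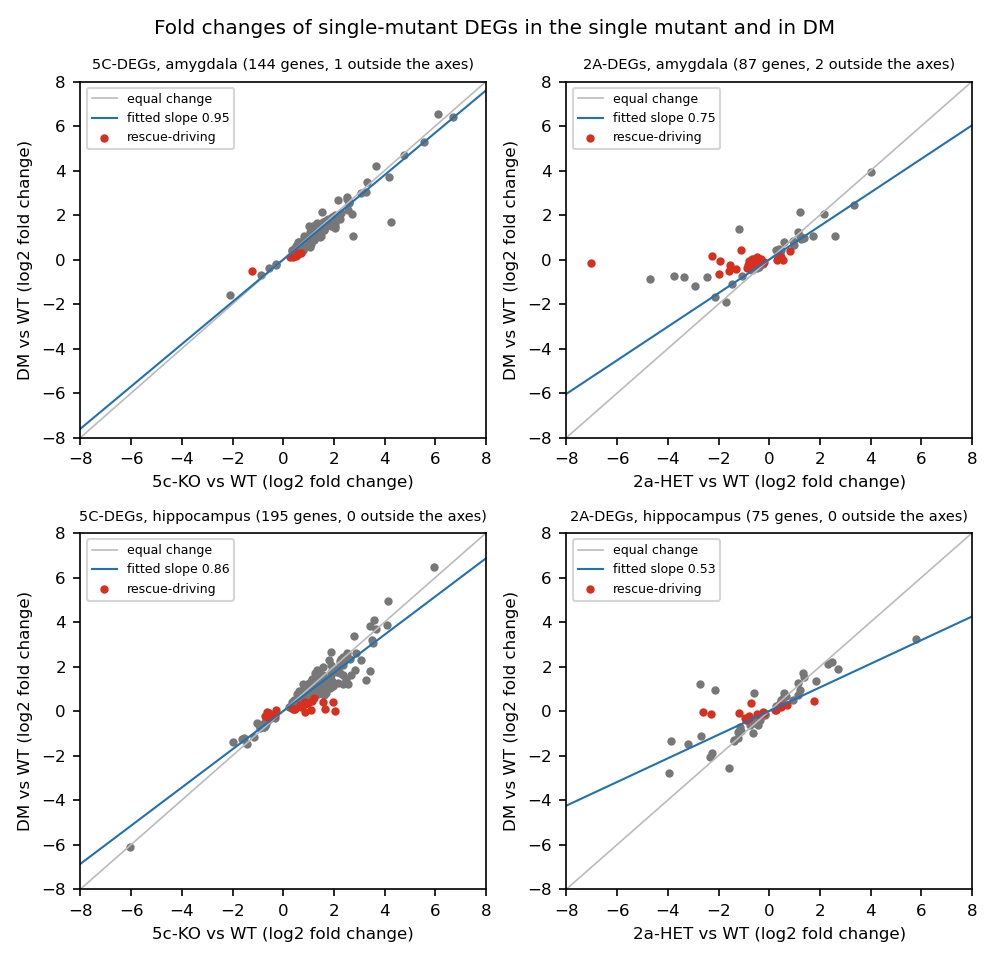
Log2 fold change in the single mutant against WT (horizontal) and in DM against WT (vertical) for the 5C-DEGs and 2A-DEGs of each region, with the line of equal change and the fitted slope. Most 5C-DEGs lay near the line of equal change, and rescue-driving genes are in red.

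**Figure D3:**
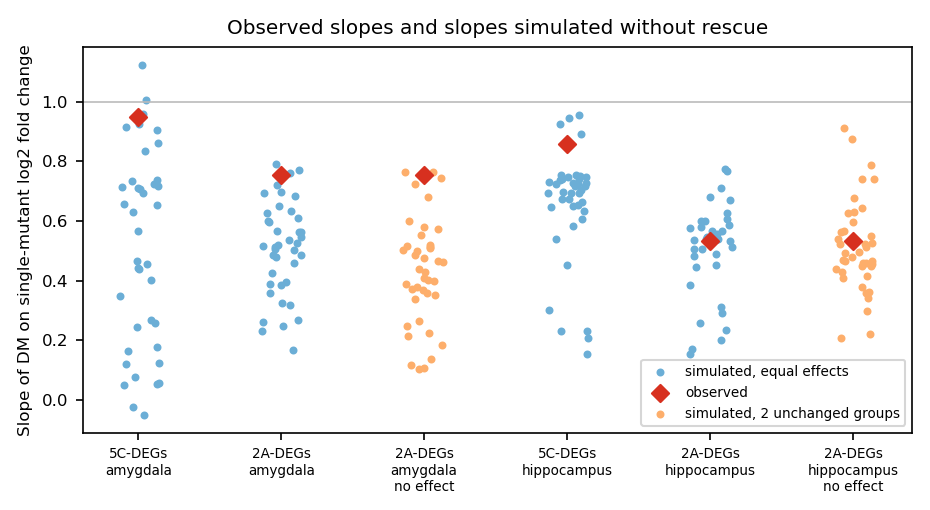
Observed slope of DM on single-mutant log2 fold changes (vertical) for each gene set (horizontal), beside the slopes of simulations with equal effects in DM and the single mutant. Each observed slope lay within the range of the simulated ones.

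Rescue-driving genes, whose single-mutant log2 fold change was over 2 times that in DM or of the other sign while the DM value stayed under 0.7 in size, numbered 7 of the amygdala 5C-DEGs (4.86%), 46 of the amygdala 2A-DEGs (52.9%), 28 of the hippocampal 5C-DEGs (14.4%) and 21 of the hippocampal 2A-DEGs (28%). At an adjusted *p* under 0.1, DM differed from the single mutant at 0 of the 7 genes (694 of all genes at an unadjusted *p* under 0.05), and at 4, 1 and 1 genes of the other sets. Simulations with equal effects called larger gene sets, so that shares were compared. The simulated shares ranged from 19.1 to 30.1%, 24.3 to 34.1%, 17.8 to 25.9% and 25.8 to 33.2%, and 40, 0, 40 and 23 of 40 simulations gave a share as high as the observed one. In simulations without any change in *Kmt2a*-HET or DM, the share for 2A-DEGs ranged from 33.6 to 50.7% in the amygdala and from 33.8 to 56.8% in the hippocampus, and 0 and 40 of 40 were as high. The share in amygdala 2A-DEGs lay above both simulations with all libraries, but it ranged from 28.4 to 61.7% when single libraries were left out. In 8 of these 12 fits it did not exceed the highest share simulated without any change, and in 1 the highest with equal effects. With edgeR it was 47.4%, and with betaPrior 61.7%. Under exchanged labels 55 of 70 amygdala divisions and 29 of 70 hippocampal ones gave as many 5C genes. A difference of log2 fold changes over 2 in place of the ratio left 0, 2, 1 and 2 genes. The hippocampal 5C count ranged from 8 to 112 when single libraries were left out. The same sign in DM was kept by 144 (100%), 76 (87.4%), 193 (99.0%) and 71 (94.7%) genes. DM and the single mutants share their WT libraries, which gives part of this agreement by itself. The agreement without any change in DM was not simulated.

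Differences of a genotype effect between regions were tested on all 32 libraries, without a term for the mouse that gave both regions. They were called at 0 genes for *Kmt2a*-HET (570 at an unadjusted *p* under 0.05), 4 for *Kdm5c*-KO and 4 for DM, and 24, 6 and 6 of 24 drawn regroupings gave as many. For *Kdm5c*-KO these were *Cacng6* (log2 difference 3.0, DESeq2, adjusted *p* = 0.00785), *1700003F12Rik* (ENSMUSG00000038523.10, chromosome 2, 154547085 to 154550003, antisense to *Necab3*, -2.09, DESeq2, adjusted *p* = 0.00798), *Gm26773* (ENSMUSG00000097358.1, chromosome 14, 118107831 to 118117100, a lincRNA antisense to *Tgds*, -3.31, DESeq2, adjusted *p* = 0.0864) and *E130208F15Rik* (-20.7, DESeq2, adjusted *p* = 0.0864). For DM they were *Ido2* (ENSMUSG00000031549.16, chromosome 8, 24531892 to 24576333, 2.46, DESeq2, adjusted *p* = 2.78e-05), *Cacng6* (3.49, DESeq2, adjusted *p* = 2.78e-05), *E130208F15Rik* (-22.75, DESeq2, adjusted *p* = 0.0152) and *Pnck* (0.89, DESeq2, adjusted *p* = 0.0748). *Pnck*, and *E130208F15Rik* for *Kdm5c*-KO, lay outside the naming rule and were chosen after their values were seen. Mean *Cacng6* counts were 28.7, 42.3 and 43.2 in WT, *Kdm5c*-KO and DM amygdala and 32, 377 and 535 in the hippocampus. With the mouse as a block the DM count rose to 15, and *Gm26773* and *E130208F15Rik* (in DM) were no longer called. With edgeR and no such term the *Kdm5c*-KO count fell to 0 and the DM count to 2.

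The study chose 10 genes of neuroactive receptors and ligands on these same libraries, so their test here is not independent of that choice. In *Kdm5c*-KO hippocampus 7 of the 10 had a DESeq2 *p* adjusted over the list alone under 0.1, against 1 when adjusted over all genes, which was *Agt* (log2 fold change 1.23, DESeq2, adjusted *p* = 0.0947). *Trh*, *Adora2a* and *Pomc* received no *p* because a single library exceeded the outlier limit of DESeq2. The log2 fold changes were 2.59 for *Pomc*, 2.51 for *Adora2a*, 3.03 for *Mc3r*, 3.15 for *Gabre*, 1.12 for *Tacr1*, 2.29 for *Trh*, 2.5 for *Lhb*, -0.42 for *Adcy2* and -0.80 for *P2ry14*. For DM against *Kdm5c*-KO, 4 passed over the list alone and 0 over all genes, in a comparison with 1352 genes at an unadjusted *p* under 0.05. For DM against WT hippocampus 0 passed either way (1590 genes at an unadjusted *p* under 0.05), and in the amygdala 0 passed in *Kdm5c*-KO, DM and DM against *Kdm5c*-KO (1165, 1474 and 694).

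Single animals with the highest counts enlarged the 8 increases. All 4 *Kdm5c*-KO libraries nevertheless lay above the WT mean for *Pomc*, *Agt*, *Gabre* and *Lhb*. For *Mc3r*, *Tacr1* and *Trh* 3 did, and for *Adora2a* only 1. All 4 lay below the WT mean for *Adcy2* and *P2ry14*. *Kdm5c*-KO hippocampus replicate 1 held the highest count of *Adora2a* (1220, median of the other 15 libraries 52.6), *Trh* (105 and 6.31), *Tacr1* (142 and 28.8), *Agt* (2120 and 606), *Gabre* (56.5 and 4.17) and *Mc3r* (31.5 and 0.849). Replicate 4 held that of *Pomc* (729 and 42.8) and *Lhb* (30.3 and 2.26). Without replicate 1, 5 genes passed over the list alone and 0 over all genes for *Kdm5c*-KO against WT, and 0 passed for DM against *Kdm5c*-KO. Without *Kdm5c*-KO replicate 2, 3 or 4, the numbers for *Kdm5c*-KO against WT were 8, 8 and 9 over the list alone and 4, 1 and 1 over all genes. For DM against *Kdm5c*-KO they were 8, 6 and 6 over the list alone, and over all genes 1 passed without replicate 2 and 0 without replicate 3 or 4.

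**Figure D4:**
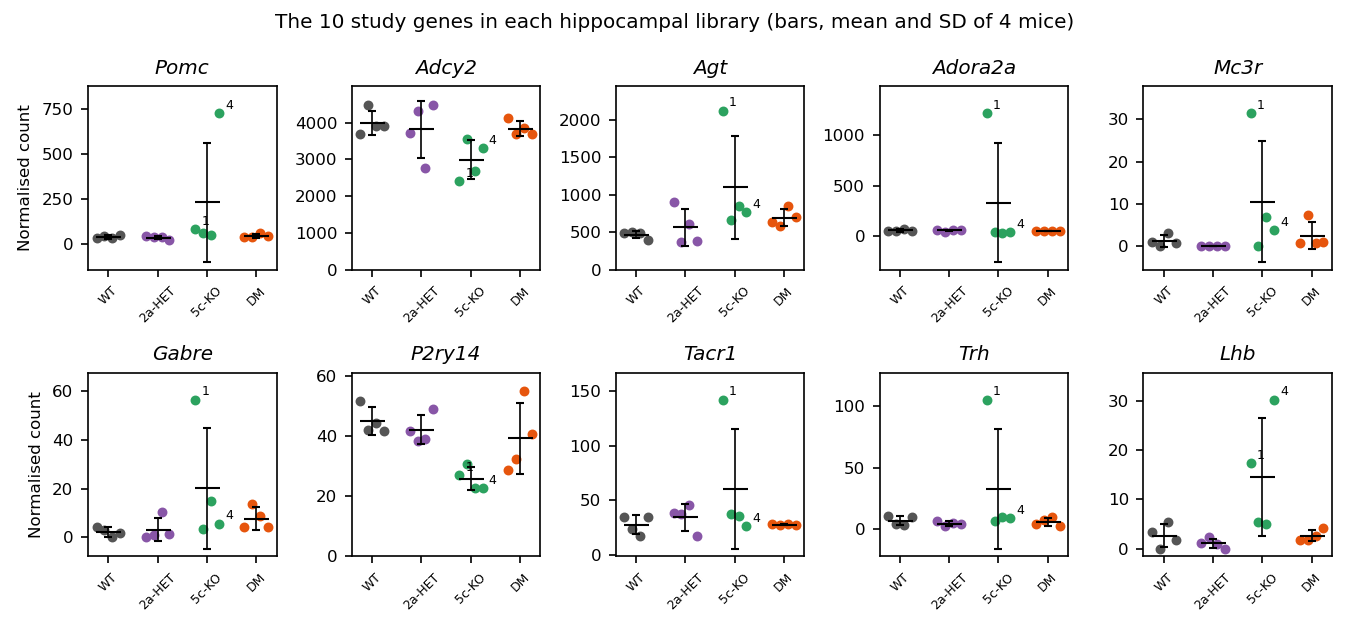
Normalised counts (vertical) of the 10 study genes in each hippocampal library, by genotype (horizontal), with mean and SD of 4 mice and numbers 1 and 4 marking these *Kdm5c*-KO replicates. Several *Kdm5c*-KO means rested on 1 library.

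Gene lists were tested as sets with fry in the 6 mutant-against-WT comparisons, and 6 of 78 tests passed a false discovery rate of 0.1. With camera, which uses a preset correlation, 31 did, including all 6. The germline list was higher in *Kdm5c*-KO (false discovery rate 1.4e-05 in the amygdala and 0.00303 in the hippocampus) and in DM (1.4e-05 and 0.000517), with 9, 9, 10 and 12 of 13 tested genes higher. The astrocyte list was higher in DM amygdala (0.0974, 10 of 10 genes), and the pituitary list in *Kdm5c*-KO hippocampus (0.0702, 3 of 3 genes). The lowest false discovery rates of the other lists were 0.941 for striatum, 0.559 for choroid plexus, 0.288 for hypothalamus, 0.46 for thalamus, 0.448 for dentate gyrus, 0.512 for blood, 0.964 for activity-induced genes, 0.633 for oligodendrocytes, 0.915 for microglia and 0.969 for endothelium.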

Values the study reported

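The study reported 132 amygdala and 344 hippocampal 5C-DEGs at an adjusted *p* under 0.1, and no amygdala and 4 hippocampal 2A-DEGs. At the relaxed threshold it reported 78 amygdala and 139 hippocampal 2A-DEGs. DM and *Kdm5c*-KO shared 84 DEGs with WT as reference in each region. The reported slope of DM on *Kdm5c*-KO was 0.91 ± 0.03 for amygdala 5C-DEGs, and the other slopes lay between 0.51 and 0.73. Rescue-driving genes numbered 10 (amygdala) and 81 (hippocampus) for 5C-DEGs and 36 and 46 for 2A-DEGs. Between 28 and 29% of 5C-DEGs changed in opposite directions in the single mutants.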

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

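The tests of tissue from outside the hippocampus, of pituitary and choroid plexus tissue, of all-or-none counts and of the length trend were chosen only after the results were seen, whereas the divisions of the libraries were chosen before. A library was marked when it lay far from the other 3 of its group by the Dixon ratio. This happened in 32 of 360 groups of 4 that were looked at, against 18 for values without any real outlier, so that many of the single values may be chance, and 9 of the 32 came from *Kdm5c*-KO hippocampus replicate 1 (2.26 for the genes described next).

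*Kdm5c*-KO hippocampus replicate 1 lay far above its group in genes that are low in WT hippocampus but high in WT amygdala. The median of 101 such genes, with the study genes left out, was 2.26 on the log2 scale above the median of the region (others of the group -0.0922 to 0.0393), and 95% of them were raised. The level corresponded to 14.8% of that in the amygdala. Striatal genes (list level 5.19, others 3.18 to 3.4), hypothalamic genes (1.4, others 0.411 to 0.462), *Mfrp* (2030, others 9.01 to 343), *Agt* (2120, others 659 to 845), *Adora2a* (1220, others 37.6 to 44.5), *Tacr1* (142, others 26.5 to 37.8) and *Trh* (105, others 6.31 to 9.89) were high in the same library, and *Ido2* was low (70.6, others 123 to 130). Tissue from outside the hippocampus in this library is a candidate explanation for these levels. Without the library, 5 of the 10 study genes still had a DESeq2 *p* adjusted over the list alone under 0.1, and 0 over all genes. The study chose this list on these same libraries. The count of 5 therefore cannot decide whether such tissue is sufficient for the whole list. A change of regional identity in 1 *Kdm5c*-KO mouse was not tested and stays open.

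The same genes were marked in WT hippocampus replicate 4 (0.377, others -0.0204 to 0) and in DM hippocampus replicate 1 (-0.344, others -0.00652 to 0), shifts far smaller than the 2.26 above. Dissection differences may account for them, and no separate test was made.

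*Pomc* reached 729 counts in *Kdm5c*-KO hippocampus replicate 4 (others 50.4 to 82.5). Whole pituitary tissue would bring *Prl* and *Gh* above *Pomc*, but these together had 110 counts in the library. Pituitary tissue of another composition, with *Cga* at 133 and *Lhb* at 30.3 in the library, could not be excluded. The pituitary list was also marked in *Kdm5c*-KO amygdala replicate 3 (1.17, others 0.51 to 0.559) and in *Kmt2a*-HET hippocampus replicate 1 (0.516, others 0.154 to 0.194), which were not tested further.

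*E130208F15Rik* had 26.9 counts in *Kmt2a*-HET amygdala replicate 4, 104 in *Kdm5c*-KO amygdala replicate 1 and 12.5 in DM hippocampus replicate 4, with 0 in the other libraries of each group. It was at 0 in 19 of 32 libraries. The gene also differed between regions in *Kdm5c*-KO (-20.7, DESeq2, adjusted *p* = 0.0864) and DM (-22.75, DESeq2, adjusted *p* = 0.0152). Fold changes of that size come from a model fitted to groups at 0. An estimator that gives the reads of overlapping genes to 1 gene or the other may be the source, and without such fold changes the amygdala slope of the 2A-DEGs fell from 0.754 to 0.452. No biological explanation was tested.

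Among genes named in the report, *Tex14* was high in *Kmt2a*-HET amygdala replicate 4 (26.9, others 9.03 to 11.5), *Dnah1* in *Kmt2a*-HET amygdala replicate 3 (711, others 505 to 514) and in *Kmt2a*-HET hippocampus replicate 3 (226, others 158 to 170), and *Gm26773* in *Kmt2a*-HET amygdala replicate 2 (16.9, others 7.09 to 8.67). *Apoc1* (302, others 204 to 214) and *Kdm5c* (1430, others 1250 to 1270) were high in *Kdm5c*-KO amygdala replicate 3, as was the germline list (0.929, others 0.79 to 0.806). *Zar1* was high in DM hippocampus replicate 1 (9.31, others 2.63 to 3.7), *Mc3r* in DM hippocampus replicate 2 (7.4, others 0.846 to 1.04) and *Gabre* in *Kmt2a*-HET hippocampus replicate 3 (10.2, others 0 to 1.23). The last 3 genes are near the floor, where counting error alone spreads the values. No cause was tested for the others, and no biological explanation was tested.

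Further list levels were marked in single libraries. Activity-induced genes were high in WT amygdala replicate 1 (4.84, others 3.68 to 3.75), hypothalamic genes in *Kmt2a*-HET amygdala replicate 3 (3.79, others 3.56 to 3.57), and thalamic (3.62, others 2.36 to 2.52) and astrocyte genes (7.96, others 7.76 to 7.78) in DM hippocampus replicate 3. The spike-in share was high in *Kmt2a*-HET amygdala replicate 3 (0.286%, others 0.166 to 0.178%). Handling before death and dissection are technical sources that these data did not separate, and no biological explanation was tested.

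The following were marked as differences between groups. The effect of *Kdm5c*-KO differed between regions at *Cacng6* (3.0, DESeq2, adjusted *p* = 0.00785), *1700003F12Rik* (-2.09, DESeq2, adjusted *p* = 0.00798) and *Gm26773* (-3.31, DESeq2, adjusted *p* = 0.0864), and that of DM at *Ido2* (2.46, DESeq2, adjusted *p* = 2.78e-05), *Cacng6* (3.49, DESeq2, adjusted *p* = 2.78e-05) and *Pnck* (0.89, DESeq2, adjusted *p* = 0.0748). *Hmx2* departed from the sum of the single-mutant changes in the amygdala (-4.25, DESeq2, adjusted *p* = 0.0429). As many genes were called in 6 of 24 drawn regroupings for both region differences and in 15 of 24 for the interaction. In these fits, without the mouse as a block, the numbers of such genes may come from differences between mice regardless of genotype. *Cacng6* was found in both mutants, which share their WT libraries. *1700003F12Rik*, *Gm26773* and *Hmx2* lie antisense to another gene. With the mouse as a block, which the shared mice call for, DM had 15 such genes and *Gm26773* and *E130208F15Rik* in DM were no longer called. No regroupings were drawn with this block, so they do not bear on the 15 genes. An effect of the loss of *Kdm5c* that depends on region stays open.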

How the results depend on the processing

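The replicate block with a low-count filter or with edgeR, the term for replicate 1, the offsets for length and GC content, and slopes with fold changes under 5 in size were chosen only after the results were seen, and the other settings before the data were examined. Of the results that answer a comparison, 121 moved and 212 stayed under changed settings, and 86 moved and 298 stayed when single libraries were left out. For values of named genes and lists, 864 stayed, 30 changed sign, 6 grew and 56 shrank under changed settings, and 698, 53, 5 and 65 did so when libraries were left out. Slopes fitted in other ways, or on genes chosen in the other region, stayed within their jackknife error. Except where stated, the cause was not tested.

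With edgeR, fewer genes were called. *Kmt2a*-HET had 0, *Kdm5c*-KO 69, DM 89, DM against *Kdm5c*-KO 0, DM against *Kmt2a*-HET 61 and the interaction 0 in the amygdala, and in the hippocampus *Kdm5c*-KO had 70, DM 63, DM against *Kdm5c*-KO 0 and DM against *Kmt2a*-HET 54. Comparisons with 0 calls had 406 to 1160 genes at an unadjusted *p* under 0.05. The relaxed counts were 38 and 32, DM and *Kdm5c*-KO shared 53 and 41 genes, the regions shared 21, and rescue-driving genes numbered 0 and 18 (5C and 2A, amygdala) and 6 and 10 (hippocampus). Region differences were 0 for *Kdm5c*-KO and 2 for DM.

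Size factors from the spike-in RNA shifted the median log2 fold change by 0.309, 0.182 and -0.0655 in *Kmt2a*-HET, *Kdm5c*-KO and DM amygdala, and by 0.228, 0.387 and -0.264 in the hippocampus, within an SD between libraries of a group of 0.586 and 0.72. In the amygdala the calls were 1, 22 and 7, with 0 for DM against *Kdm5c*-KO, 6 for DM against *Kmt2a*-HET and 0 for the interaction. In the hippocampus they were 1, 17 (all higher) and 6 (all higher), with 0 and 3 for DM against the single mutants. The WT regions differed at 301 genes (71.4% higher in the hippocampus), and region differences were 0 for *Kdm5c*-KO and 1 for DM. Comparisons with 0 calls had 138 to 983 genes at an unadjusted *p* under 0.05. Signs changed for *Adcy2* in DM against *Kdm5c*-KO (-0.183 and -0.436), *Adora2a* in *Kdm5c*-KO amygdala (0.086), *Agt* (-0.219) and *Gabre* (-0.122) in DM amygdala, *Kdm5c* in *Kmt2a*-HET (0.117 and -0.057), *Kmt2a* in *Kdm5c*-KO (0.022) and DM hippocampus (-0.553), *Lhb* in DM hippocampus (-0.165), *Mc3r* (-0.062) and *Pomc* (-0.349) in *Kdm5c*-KO amygdala, and *Tacr1* in DM against *Kdm5c*-KO amygdala (-0.235), DM amygdala (-0.098) and DM hippocampus (-0.618). With TMM size factors *Lhb* in DM hippocampus was at -0.006.

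With only the 2 groups compared in the fit, the amygdala counts were 90 for *Kdm5c*-KO, 127 for DM, 0 for DM against *Kdm5c*-KO and 605 for DM against *Kmt2a*-HET, and the hippocampal ones 2 for *Kmt2a*-HET, 324 for DM and 42 for DM against *Kdm5c*-KO. Region differences were 0 for *Kdm5c*-KO and 11 for DM. Comparisons with 0 calls had 516 to 707 genes at an unadjusted *p* under 0.05. With the low-count filter the region difference of DM was 8.

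At an adjusted *p* under 0.05, DM against *Kmt2a*-HET amygdala had 107 genes, DM against *Kdm5c*-KO hippocampus 1 and the region difference of *Kdm5c*-KO 2. With betaPrior, *Kmt2a*-HET amygdala had 0 (685 to 907 at an unadjusted *p* under 0.05 in comparisons with 0 calls), DM against *Kdm5c*-KO amygdala 11 and hippocampal rescue-driving 5C-DEGs 48, and *Lhb* in DM hippocampus was at -0.002. With 2000 genes the principal components took 69.0% and 5.95%. With camera, 31 list tests passed. Rescue-driving genes by a difference over 1 numbered 0, 7, 5 and 5 (amygdala 5C and 2A, hippocampus 5C and 2A), and by a difference over 2, 0, 2, 1 and 2.

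With offsets for length and GC content, the amygdala counts were 2 for DM against *Kdm5c*-KO, 258 for DM against *Kmt2a*-HET, 0 for the interaction (732 to 1153 at an unadjusted *p* under 0.05 in comparisons with 0 calls) and 146 at the relaxed threshold, and rescue-driving genes numbered 16 (5C) and 77 (2A). *Kmt2a* changed sign in DM (0.019 and -0.061), as did *Lhb* in DM hippocampus (0.191), *Tacr1* in DM against *Kdm5c*-KO amygdala (-0.01) and *Tacr1* in DM hippocampus (-0.025).

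A replicate block was tried although the numbers are not known to pair mice across genotypes. For region comparisons, where the number marks the mouse, it changed the DM and WT counts and the calls named in the report. It changed no other call of a gene named by the rule. Libraries with the same number correlated at a median of 0.224, 0.0358, 0.0687 and 0.0236 for numbers 1 to 4 in the amygdala and 0.241, -0.0106, -0.0362 and -0.0756 in the hippocampus, against -0.0352 and -0.00428 for different numbers, so that only number 1 stood out. With it the amygdala calls were 325, 507, 601, 357, 547 and 91 (*Kmt2a*-HET, *Kdm5c*-KO, DM, DM against *Kdm5c*-KO, DM against *Kmt2a*-HET, interaction), and the hippocampal ones 249, 506, 480, 402, 436 and 68. The relaxed counts were 419 and 323, the shared ones 280 and 219, the amygdala 5C slope 0.515, rescue-driving genes 122, 165, 161 and 110, and the region difference of DM 15. Genes with near-zero counts that no outlier filter removes may be behind the added calls, whose median mean count was 0.4. *Kmt2a* (0.027) and *Trh* (0.035) in DM amygdala and *Lhb* in DM hippocampus (0.052) changed sign. With the low-count filter added, calls were 8 for *Kmt2a*-HET amygdala, 3 for DM against *Kdm5c*-KO amygdala, 4 for the amygdala interaction and 99 for DM against *Kdm5c*-KO hippocampus, rescue-driving 5C-DEGs 11 and 77, the region difference of DM 15, *Kmt2a* 0.027 and *Trh* 0.035. With edgeR in its place, amygdala calls were 0, 74, 100, 0, 75 and 0, hippocampal calls 57, 62, 0 and 51 from *Kdm5c*-KO on, relaxed counts 49 and 36, shared ones 58, 33 and 16, and rescue-driving genes 0, 22 and 7, with *Kmt2a* at 0.031 and *Trh* at 0.026. With it 586 to 1686 genes had an unadjusted *p* under 0.05 where 0 were called. A term for replicate 1 with the filter gave 6 for *Kmt2a*-HET amygdala, 3 and 27 for DM against *Kdm5c*-KO, 2 for the amygdala interaction, 17 and 75 amygdala rescue-driving genes, and *Kmt2a* at 0.029 in DM amygdala.

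Leaving out each library in turn gave these ranges. In the amygdala they were 0 to 88 for *Kmt2a*-HET (highest without WT replicate 2), 95 to 274 for *Kdm5c*-KO, 110 to 276 for DM, 0 to 31 for DM against *Kdm5c*-KO, 89 to 197 for DM against *Kmt2a*-HET, 0 to 68 for the interaction and 46 to 313 at the relaxed threshold. In the hippocampus they were 0 to 2 for *Kmt2a*-HET, 110 to 290 for *Kdm5c*-KO, 100 to 255 for DM, 1 to 124 for DM against *Kdm5c*-KO (highest without *Kdm5c*-KO replicate 2), 0 to 2 for the interaction and 31 to 151 at the relaxed threshold. Region differences ranged from 0 to 1, 1 to 4 and 2 to 8. The 5C slope ranged from 0.598 to 0.968 in the amygdala and from 0.40 to 0.929 in the hippocampus, the 2A slope from 0.267 to 0.92 and from 0.128 to 0.751, the opposite share from 12.4 to 35.1% and from 19.4 to 45%, and rescue-driving genes from 0 to 25 and 19 to 132 (5C and 2A, amygdala) and 8 to 112 and 13 to 71 (hippocampus).

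Signs of named genes that changed when a library was left out had these ranges. In *Kdm5c*-KO amygdala they were -0.643 to 0.285 for *Adora2a*, -0.137 to 0.254 for *Kmt2a*, -0.238 to 0.29 for *Mc3r*, -0.132 to 0.128 for *P2ry14*, -0.489 to 0.675 for *Pomc* and -0.021 to 0.268 for *Tacr1*. In DM amygdala they were -0.118 to 0.715 for *Adora2a*, -0.003 to 0.255 for *Agt*, -0.227 to 0.163 for *Kmt2a*, -0.208 to 0.054 for *P2ry14* and -0.336 to 0.42 for *Trh*. For DM against *Kdm5c*-KO amygdala they were -0.249 to 0.002 for *Agt*, -0.214 to 0.037 for *P2ry14* and -0.047 to 0.088 for *Tacr1*. In *Kmt2a*-HET amygdala they were -0.204 to 0.186 for *Kmt2a* and -0.162 to 0.075 for *Kdm5c*. In the hippocampus they were -0.233 to 0.078 for *Kmt2a* in *Kdm5c*-KO, and in DM -0.104 to 0.241 for *Kmt2a*, -0.092 to 0.003 for *Adcy2*, -0.316 to 0.638 for *Lhb*, -0.481 to 1.966 for *Mc3r* and -0.161 to 0.139 for *Tacr1*.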

Other observations

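The tests of direction in other libraries, the length trend, *Mfrp*, *Yy2*, the leverage of single genes, the divisions with 1 library numbered 1 on each side and the shares of rescue-driving genes were chosen only after the results were seen, and the test near *Kdm5c*, the divisions and the simulations were chosen before.

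Divisions of the libraries that did not follow genotype often called as many genes as genotype did. As many were called in 10 of 35 divisions for libraries labelled *Kmt2a*-HET in the amygdala and 35 of 35 in the hippocampus, 19 and 20 of 35 at the relaxed threshold, 7 and 2 of 35 for *Kdm5c*-KO, 6 and 3 of 35 for DM, 21 and 15 of 35 for DM against *Kdm5c*-KO, 1 and 2 of 35 for DM against *Kmt2a*-HET, 15 and 24 of 24 for the interaction, and 24, 6 and 6 of 24 for the region differences of *Kmt2a*-HET, *Kdm5c*-KO and DM. For the WT regions it was 1 of 35. For *Kmt2a*-HET in the hippocampus, the hippocampal interaction and the region difference of *Kmt2a*-HET the true count was 0. Every division gives as many there, so the test cannot decide. Differences between mice regardless of genotype could give as many calls in the other comparisons. For the region differences this holds only for the fit without the mouse as a block. The exceptions were DM against *Kmt2a*-HET in the amygdala and the WT regions. For DM against WT and against *Kmt2a*-HET in the hippocampus, however, the other divisions with as many genes put both libraries numbered 1 on the same side. Among the 20 divisions with 1 such library on each side only the true one gave as many (highest other 90 and 20 genes), although 20 divisions cannot give a share under 0.05. The other divisions are not draws without signal, since groups of animals differ in other ways.

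The genes behind the *Kdm5c*-KO calls were nevertheless shared by other libraries. Among 5C-DEGs, 95.1% in the amygdala and 97.4% in the hippocampus changed in the same direction in DM against *Kmt2a*-HET, which uses neither *Kdm5c*-KO nor WT libraries. Chance differences between *Kdm5c*-KO and WT libraries alone would give values near an even share. Of these genes, 65 and 64 were called in DM against *Kmt2a*-HET. An effect of *Kdm5c* loss on these genes is one hypothesis. The genes were chosen in one set of libraries and followed in another of the same experiment, by a test chosen after the calls were seen.

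A trend with transcript length parted the libraries numbered 1 from the others. All 8 had a negative correlation of their level with length (-0.599 to -0.283), against 7 of the other 24 (-0.379 to 0.566). Among all ways to take 1 mouse per genotype, only 1, the mice numbered 1, had a mean as low (exact one-sided *p* = 0.0039). Libraries numbered 1 processed apart from the others may be the source. The labels also give the mice numbered 1 the lowest of the numeric animal labels in the study. Differences between these animals and the others therefore cannot be told apart from processing. The division with most genes was ranked 1, 1, 7 and 1 of 35 by its difference in length trend for *Kdm5c*-KO amygdala, DM amygdala, *Kdm5c*-KO hippocampus and DM hippocampus, so that a length trend may underlie the calls of those divisions other than the third, where it could not be decided. The division with most genes in the amygdala put *Kdm5c*-KO replicates 1, 2 and 4 with WT replicate 1 (3141 genes) or DM replicates 1 and 4 with WT replicates 1 and 2 (2190). The genotype division ranked 19, 29, 25 and 16, and with offsets for length and GC content it called 187, 296, 245 and 241 genes. Each group had 1 library numbered 1, but the trend also differed between groups. In the hippocampus the log2 fold changes correlated with length at -0.244 for *Kdm5c*-KO and 0.243 for DM against WT, and at 0.445 for DM against *Kdm5c*-KO, so that genotype and the trend were partly confounded there.

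The slopes could not separate a smaller change in DM from what the choice of genes gives. Selection of genes on the single-mutant libraries could account for the slopes under 1. For 2A-DEGs, calls without any change in *Kmt2a*-HET or DM could do so too. Their simulated slopes ranged from 0.104 to 0.766 in the amygdala (observed 0.754) and from 0.206 to 0.913 in the hippocampus (observed 0.531). Slopes as low came from 36, 37, 36 and 15 of 40 simulations with equal effects for amygdala 5C-DEGs and 2A-DEGs and hippocampal 5C-DEGs and 2A-DEGs. The simulated slopes spread widely, however, from -0.0521 to 1.12 for amygdala 5C-DEGs, and the simulated gene sets were larger than the observed ones. Slopes with fold changes under 5 in size were not simulated. Exchanging DM and *Kdm5c*-KO libraries gave a slope as low in 62 of 70 ordered divisions in the amygdala and 38 of 70 in the hippocampus, and as many rescue-driving genes in 55 and 29 of 70. These values rest on the fit without a term for replicate 1. With a term for replicate 1 with low-count filter, 27 genes in place of 2 differed between DM and *Kdm5c*-KO in the hippocampus, and 39 hippocampal 5C-DEGs were rescue-driving. A partial rescue at some genes stays open.

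The shares of rescue-driving genes did not establish a smaller change in DM in any gene set. For hippocampal 2A-DEGs, 23 of 40 simulations with equal effects gave a share as high. Selection of genes on the single-mutant libraries could account for that share. For 5C-DEGs every simulated share lay above the observed one, at 19.1 to 30.1% against 4.86% in the amygdala. In the hippocampus they were 17.8 to 25.9% against 14.4%. The observed 5C shares thus showed no excess, but simulations that overshoot them cannot show that selection is the cause. For amygdala 2A-DEGs the observed share of 52.9% was reached in 0 of 40 such simulations (highest 34.1%), and in 0 of 40 simulations of genes called without any change in *Kmt2a*-HET or DM (highest 50.7%), against 40 of 40 of the latter in the hippocampus. The share was not stable, however. It ranged from 28.4 to 61.7% over 12 fits with single libraries left out. In 8 of them it was not above the highest simulated without any change, and in 1 not above the highest with equal effects. It was 47.4% with edgeR, 44.9% with edgeR and the replicate block, and 50% with TMM size factors. It was 57.8% with the low-count filter, 61.7% with betaPrior and 52.7% with the offsets. With the filter it was 58.2% under the replicate block and 58.6% with a term for replicate 1. Only 4 of the 46 rescue-driving genes differed between DM and *Kmt2a*-HET. The simulations were made only for the main fit with all libraries, and their gene sets were larger than the observed one. They therefore cannot decide whether the choice of genes under equal effects is the whole cause. A smaller change in DM at these genes cannot be told apart from calls without any change.

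For the 28 hippocampal rescue-driving 5C-DEGs, the tables argue against a trend with length and GC content between the groups as the whole cause, since with the offsets 22 of the 28 kept a change over 2 times that in DM and 27 were still called. Of the 41 rescue-driving genes found with the offsets, 21 were among the 28. Tissue from outside the hippocampus in *Kdm5c*-KO replicate 1 was not the whole cause either, since 22 of the 28 kept a change over 2 times that in DM without it. Without that library only 8 of the 28 were still called, as without replicate 3.

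Genes near *Kdm5c* may carry sequence of the donor strain. In the amygdala 3 of 144 5C-DEGs (*Kcne1l*, *Map3k15* and *Tspyl2*) lay within 10 Mb of *Kdm5c*, 2.08% against 0.402% of the genes tested (one-sided Fisher exact *p* = 0.0203), as flanking DNA of the donor strain around the targeted gene would give. In the hippocampus 2 of 195 did (1.03% against 0.391%, one-sided Fisher exact *p* = 0.177), and there flanking DNA cannot be told apart from chance with so few genes. A direct effect of *Kdm5c* loss on its neighbours stays open, and the other 5C-DEGs lie elsewhere.

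*Mfrp*, the only gene called between DM and *Kdm5c*-KO in the amygdala, is expressed in choroid plexus. The choroid plexus list stood at 4.81 in DM amygdala replicate 1 and 2.9 in replicate 3, against at most 1.64 in the other 14 libraries, and *Ttr* at 35500 and 5980 against at most 847. *Mfrp* itself had 835 and 203 counts in these libraries, against at most 24.6. Choroid plexus in DM amygdala replicates 1 and 3 is a possible explanation. Without replicate 1 the gene had a log2 fold change of 2.75 and received no adjusted *p*.

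*Yy2* had 0 counts in all *Kmt2a*-HET amygdala libraries but also in 5 of the 28 other libraries, whose non-zero counts had a median of 21. Expected counts of a gene inside another gene given all or none may be the source, since *Yy2* lies inside *Mbtps2*. An effect of *Kmt2a* on *Yy2* stays open. Its hippocampal counts were at 0 in 1 of the 4 libraries labelled *Kmt2a*-HET.

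*Kmt2a* counts were not lower in the libraries labelled *Kmt2a*-HET or DM, and leaving out single libraries moved the *Kmt2a*-HET amygdala value between -0.204 and 0.186. A deletion of some exons that leaves the rest of the transcript counted may explain this. The study describes a check of reads over these exons, which were not analysed here.

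The number of hippocampal 5C-DEGs was 196 here. It was lower than the study's number. Libraries labelled *Kmt2a*-HET had 3 called genes in the amygdala and 0 in the hippocampus (715 at an unadjusted *p* under 0.05). The first is higher and the second lower than in the study. The relaxed hippocampal count was 75 here. It was lower than in the study. Rescue-driving genes in the hippocampus numbered 28 and 21 here. Both were lower than in the study, whose methods word the rule as a difference of log2 fold changes and not as a ratio, so that unlike definitions may be compared. With a difference over 2 the numbers were 1 and 2, and with betaPrior the first was 48.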
